A study of Mus musculus with 4 samples. Its data were reported in "Inactivation of Histone Chaperone HIRA Unmasks a Link Between Normal Embryonic Development of Melanoblasts and Maintenance of Adult Melanocyte Stem Cells" (2025).

How the data were processed

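The data were droplet-based single-cell RNA sequencing libraries (10x Chromium, 3′ counting) of tdTomato-positive cells sorted from the trunk skin of mouse embryos at E15.5. The embryos carried TyrCre, a Cre recombinase driven by the tyrosinase promoter, and a tdTomato reporter that Cre turns on, so that melanoblasts and their descendants are marked. In HIRA KO embryos both copies of Hira, which encodes a histone chaperone that deposits the histone variant H3.3, were flanked by loxP sites, and in HIRA WT embryos neither was. Per the labels, 2 libraries were HIRA WT and 2 were HIRA KO, and the methods of the study treat embryos as the replicates. No paired analysis was possible because the labels match no HIRA KO library to a HIRA WT library. The methods of the study describe litters, but the labels do not say which embryo each library came from. By sex and cell number, HIRA KO 2 would match the embryo from a separate litter, and the other libraries would match littermates. Litter could not be tested, because with a single such library it cannot be told apart from other differences between the HIRA KO replicates.

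The authors processed each library on its own with Cell Ranger against a custom mm10 reference to which the tdTomato and Cre sequences had been added. The deposited matrices hold counts: each value is the raw number of unique molecular identifiers (UMIs) of 1 gene in 1 cell, with no normalization. The deposited barcodes and gene lists have other content than counts, namely the cell barcode of each matrix column and the Ensembl identifier and symbol of each matrix line. The matrices had already been restricted by the authors to droplets called as cells, and each listed 28000 genes. All values below were computed from these UMI counts. Gene positions are those of the GENCODE annotation for GRCm38 (mm10), matched by Ensembl identifier, counted from 1.

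Cells with at least 100 detected genes, at most 40000 UMIs and at most 10% mitochondrial UMIs were used, which are the limits given in the methods of the study. Scrublet, as implemented in scanpy 1.11.5, was run on each library. Its automatic threshold called 2, 3, 3 and 5 cells in HIRA WT 1, HIRA WT 2, HIRA KO 1 and HIRA KO 2, at most 0.108% of the cells, so the automatic threshold had not worked, and the 3% of cells with the highest doublet score in each library were removed instead. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and 20 nearest neighbours went into Leiden clustering at resolution 1 of all 4 libraries together, with no batch correction. The genes named by the study, Hira, the transgenes, Xist, Y-linked, mitochondrial and ribosomal protein genes were left out of the variable genes.

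Clusters were named from 11 lists of marker genes. A marker counted for a cluster when at least 20% of its cells had it and its mean was at least 2 times that of all other cells, and at least 3 markers were needed. A cluster stayed unnamed when its 10 most enriched genes held more markers of another class. Classes carry the suffix "-like" because they were named from transcripts alone. Melanoblast-like and glial-like cells together are called the Sox10 lineage.

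A cluster was taken as droplets with 2 cells, and left out, when over 50% of its cells carried at least 5 marker UMIs and at least 25% of the usual marker level of each of 2 classes, and its median UMI count was at least 1.5 times that of the library. This rule, the 3% limit on the doublet score and the value of every parameter in it were set after the clusters had been seen and before any comparison between genotypes was run. Log-transformed Scrublet scores, fixed score thresholds and removal of single cells by their markers had been tried first and were rejected as uneven between libraries or unspecific. The rule removed 1 cluster of 386 cells, which had the markers of melanoblast-like and mesenchymal-like cells. The numbers of genes reported for melanoblast-like cells, for the Sox10 lineage and for the difference between the classes rest on it, and the values with that cluster kept are given beside them.

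Differences in the share of cells were tested with a two-sided exact permutation test of the library values. With 2 libraries against 2 there are 6 splits, of which 2 are always as large as the real one when the groups do not overlap, so the smallest p-value is 0.333 and no share could pass 0.05. The shares, the means and the standard deviations (SD, n = 2) are therefore given. For shares of cells with a UMI of Sox10, Dct or Kit, each cell was thinned at random to 1000 UMIs, since depth differed between the genotypes.

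For expression, UMIs were summed per library over the cells of a class, so that the library and not the cell was the replicate. The sums were compared with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr, and the quasi-likelihood F test of HIRA KO against HIRA WT. Benjamini-Hochberg adjustment was applied over all genes tested in a fit, and genes with an adjusted p-value under 0.05 were called. Levels are TMM-scaled and given per 1000000 counts (CPM). The difference between the effect of HIRA KO in melanoblast-like and in glial-like cells was tested as an interaction on 8 sums with the library as a block. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset inter-gene correlation of 0.01. In each fit the genes named are Hira, the 13 genes named by the study, and the 3 with the largest rise and the 3 with the largest fall among called genes that averaged at least 32 CPM and had both HIRA KO libraries on the same side of both HIRA WT libraries. The marker lists, this rule, the tests and most alternatives were fixed before the data were examined.

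Each edgeR step was tested on simulated counts with the real means and library sizes, in which 200 genes were changed. Every gene was given the same preset dispersion, small changes were not simulated, and differences in cell states between replicates were not either. Recovery in the real data may therefore be lower. The fit to all cells recovered 170 of the 200 genes with 3 false calls over 14085 genes. In melanoblast-like cells 156 were recovered with 5 false calls over 8510 genes, in glial-like cells 147 with 10 over 10886, in the Sox10 lineage 156 with 11 over 11416, and in mesenchymal-like cells 140 with 3 over 11100. The interaction recovered 68 with 6 false calls over 11101 genes, so it misses most differences of the simulated size.

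The alternatives tried were DESeq2 1.42.0 with its size factors, edgeR with those size factors, no filter beyond 1 count in total, a mean of at least 10 counts per library, doublets kept, Leiden resolutions of 0.5 and 2, thinning of every cell to 1000 UMIs with equal cell numbers, at least 500 genes per cell, limits by median absolute deviations, clustering of each library on its own, the named genes kept among the variable genes, other thresholds for UMI-positive cells, camera with an estimated correlation, fry, and leaving out each library in turn. Keeping the 2-class cluster and using melanoblast-like, glial-like and mesenchymal-like cells as the denominator were added after the data had been seen. Reads and the splicing state of transcripts were not analysed here.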

Results

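Single-cell transcriptomes of tdTomato-positive trunk skin cells at E15.5 were compared between HIRA WT and HIRA KO embryos, with 2 libraries of each genotype. The libraries held 3636 and 3545 cells (HIRA WT 1 and HIRA WT 2) and 4307 and 4665 cells (HIRA KO 1 and HIRA KO 2). Their total UMI counts were 12271421, 16656187, 25141102 and 26270616 in the same order. After quality limits and removal of doublets, 3349, 3339, 4076 and 4454 cells remained, with medians of 2598, 3841, 4845 and 4829.5 UMIs per cell. Both HIRA KO libraries were deeper per cell than both HIRA WT libraries, so depth differed in the same order as genotype. The labels name no batch. By their match to the study's embryos, all 4 libraries would have been processed together and would share a sequencing lane. Xist was detected in 1.73% of the cells of HIRA WT 1 and in over 96% of the cells of each of the other 3 libraries (96.5%, 96.3% and 96.4%). Ddx3y was detected in 14.5% of the cells of HIRA WT 1. HIRA WT 1 was therefore from a male embryo, and the other 3 were from females.

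The knocked-out gene was examined first. Hira (ENSMUSG00000022702, GRCm38 chromosome 16, 18877037 to 18970309) gave 94 and 131 UMIs in the HIRA WT libraries and 192 and 184 UMIs in the HIRA KO libraries over all cells. These were 9.23 and 8.87 CPM in HIRA WT and 8.79 and 7.45 CPM in HIRA KO. The log2 fold change was −0.16 ± 0.17 (SE, n = 2 libraries per group; edgeR adjusted p = 0.622). It ranged from −0.29 to −0.04 when 1 library was left out. The alternative that moved it most was thinning to 1000 UMIs per cell, which gave −0.44. In the Sox10 lineage Hira fell from 10.7 and 9.65 CPM to 8.04 and 6.03 CPM, a log2 fold change of −0.54 ± 0.23 (edgeR adjusted p = 0.385, unadjusted p = 0.0448). In melanoblast-like cells the log2 fold change was −0.56 ± 0.38, in glial-like cells −0.54 ± 0.27, and in mesenchymal-like cells −0.14 ± 0.30 (edgeR adjusted p = 0.596, 0.496 and 0.954). When 1 library was left out, the value ran from −0.95 to −0.24 in melanoblast-like cells and from −0.76 to −0.35 in glial-like cells. It ran from −0.75 to −0.33 in the Sox10 lineage and from −0.32 to 0.02 in mesenchymal-like cells. A loss of Hira transcript was not called in any of the fits to all 4 libraries. The libraries count 3′ ends, and transcripts that retain their 3′ end after recombination were not separated from intact ones.

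The 1st comparison asked whether loss of HIRA changed the composition of the tdTomato-positive cells. The cells fell into 26 clusters. Melanoblast-like cells made up 18.8% and 27.8% of cells in HIRA WT and 7.04% and 6.67% in HIRA KO. The mean share went from 23.3% ± 6.37 to 6.85% ± 0.264 (SD, n = 2), a difference of −16.4 percentage points (exact permutation test, two-sided, p = 0.333, the smallest that 2 libraries against 2 allow). Glial-like cells made up 50.9% ± 3.11 in HIRA WT and 21.1% ± 4.63 in HIRA KO (SD, n = 2), a difference of −29.8 points. The Sox10 lineage went from 74.2% ± 9.48 to 28.0% ± 4.36 (SD, n = 2), a difference of −46.2 points. Mesenchymal-like cells went from 19.1% ± 8.31 to 38.2% ± 2.15 (SD, n = 2), a difference of 19.1 points. In each of these 4 measures both HIRA KO libraries lay outside the range of both HIRA WT libraries, and the exact test gave p = 0.333. Each difference was also larger than the SD of either group. The alternative that moved the shares most took melanoblast-like, glial-like and mesenchymal-like cells alone as the denominator. The mesenchymal-like difference was then 37.3 points and the glial-like difference −22.8 points.

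All remaining cells together rose from 6.73% ± 1.17 to 33.8% ± 6.51 (SD, n = 2), a difference of 27.1 points. Keratinocyte-like cells made up 1.05% and 0.869% in HIRA WT and 8.37% and 9.21% in HIRA KO. Mast-like cells made up 0.538% and 0.180% in HIRA WT and 11.4% and 6.20% in HIRA KO. Macrophage-like cells made up 0.149% and 1.62% in HIRA WT and 9.52% and 4.98% in HIRA KO, and one of their clusters was led by S100a8, Lyz2 and Plac8. Skeletal muscle-like cells made up 0.926% of HIRA WT 1, 3.63% of HIRA KO 1 and 4.78% of HIRA KO 2. HIRA WT 2 had 0 of 3339 such cells, which allows a share of up to 0.0898%. Erythroid-like cells made up 0.985% and 0.389% in HIRA WT and 1.13% and 1.19% in HIRA KO. Within the Sox10 lineage the melanoblast-like share was 27.8% and 34.3% in HIRA WT and 28.3% and 21.5% in HIRA KO. These values overlap between the genotypes, with a difference of −6.19 points and SDs of 4.62 and 4.82 (n = 2; exact permutation test, two-sided, p = 0.667).

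**Figure D1:**
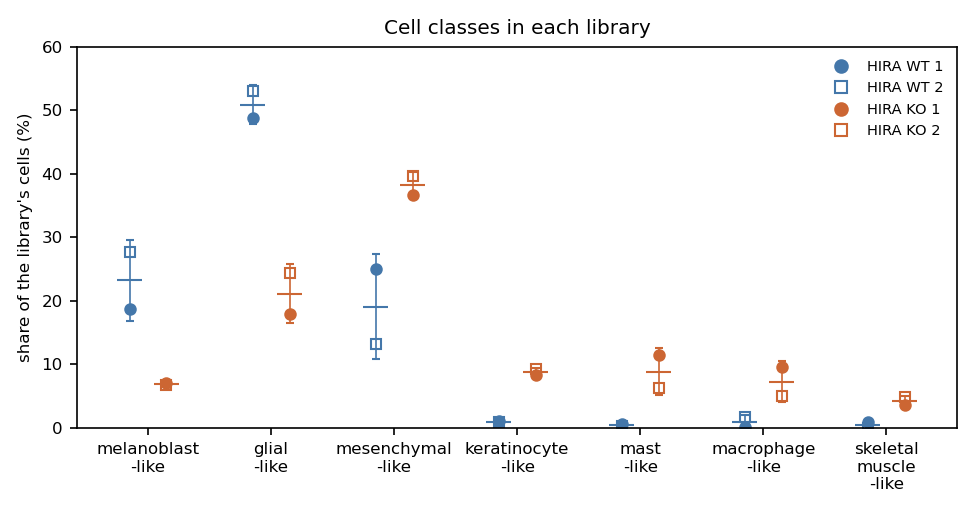
Share of each library's cells (percent, vertical axis) in 7 classes. Points are the 4 libraries, long horizontal lines are group means and error bars are SDs of 2 libraries; melanoblast-like cells sit at 18.8% and 27.8% in HIRA WT and at 7.04% and 6.67% in HIRA KO.

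Measures that need no clusters gave the same directions. After every cell was thinned to 1000 UMIs, a Sox10 UMI was found in 18.2% and 19.9% of HIRA WT cells and in 7.09% and 8.31% of HIRA KO cells. The difference of means was −11.4 points (SDs 1.16 and 0.860, n = 2; exact permutation test, two-sided, p = 0.333). In mesenchymal-like cells, which should lack Sox10, the share at the same 1000 UMIs was 1.32% and 0.907% in HIRA WT and 0.669% and 0.509% in HIRA KO. A Dct UMI was found in 17.3% and 24.6% of HIRA WT cells and in 6.43% and 6.02% of HIRA KO cells, a difference of −14.7 points (SDs 5.12 and 0.290, n = 2). The mesenchymal-like background was 1.44% and 1.13% in HIRA WT and 0.803% and 0.396% in HIRA KO. Without thinning, the Sox10 difference was −23.5 points, at medians of 2598 and 3841 UMIs in HIRA WT and 4845 and 4829.5 UMIs in HIRA KO. A Kit UMI was found in 4.90% and 5.54% of HIRA WT cells and in 5.15% and 4.20% of HIRA KO cells, and the groups overlapped (difference −0.544 points; exact permutation test, two-sided, p = 0.667). The overlap was absent at 2000 UMIs (9.57% and 11.0% against 9.15% and 6.70%) and with doublets kept (5.77% and 6.48% against 4.94% and 3.94%), where the exact test gave p = 0.333. At 2000 UMIs shallower cells were left out, which kept 2655 and 3236 HIRA WT cells and 4076 and 4370 HIRA KO cells. Most of the cells lost were of HIRA WT 1, which may add to the separation. Outside mast-like cells, which also express Kit, a Kit UMI was found at 1000 UMIs in 4.71% and 5.52% of HIRA WT cells and in 2.55% and 2.54% of HIRA KO cells, a difference of −2.57 points. The mesenchymal-like background for Kit was 1.20% and 0.454% in HIRA WT and 0.602% and 0.396% in HIRA KO.

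The 2nd comparison asked which genes differed between genotypes in the whole population. Of 14085 genes tested over all cells, 880 were called higher and 420 lower in HIRA KO. The alternatives that moved this count most were no filter on low counts, which gave 1988 genes, and thinning, which gave 741. The largest rises were in 3 genes that the HIRA WT libraries held almost none of. Ngp (ENSMUSG00000032484, chromosome 9, 110419747 to 110423012) had 0.0491 ± 0.0694 CPM in HIRA WT and 120 ± 27.8 CPM in HIRA KO (SD, n = 2). Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617) went from 0.181 ± 0.160 to 124 ± 88.7 CPM, and S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) from 1.92 ± 0.635 to 551 ± 310 CPM. The largest falls were in Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507; log2 fold change −2.44 ± 0.14), Grb14 (ENSMUSG00000026888, chromosome 2, 64912476 to 65024987; −2.43 ± 0.20) and Lims2 (ENSMUSG00000024395, chromosome 18, 31922290 to 31958619; −2.34 ± 0.21). In all 6 genes both HIRA KO libraries lay on the same side of both HIRA WT libraries, and edgeR adjusted p-values ran from 0.00707 to 0.0134. These fits mix the change in composition with change within classes, so the classes were also fitted one by one.

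In melanoblast-like cells (628 and 927 cells in HIRA WT, 287 and 297 in HIRA KO) 59 genes were called higher and 102 lower in HIRA KO, out of 8510 tested. This number depended on the removal of a cluster taken as droplets with 2 cells, by a rule that was set after the clusters had been seen. With the cluster of melanoblast-like and mesenchymal-like markers kept, 4 genes were called out of 9885, and with all doublets kept, 8 were. Thinning to 1000 UMIs and 287 cells per library left 5 genes called out of 3281, and DESeq2 called 58. Fabp7 (ENSMUSG00000019874, chromosome 10, 57784881 to 57788450) fell from 174 ± 10.5 to 30.6 ± 9.74 CPM (SD, n = 2), a log2 fold change of −2.51 ± 0.18 (SE; edgeR adjusted p = 6.2e-06). Npy fell from 562 ± 93.9 to 137 ± 18.7 CPM, a log2 fold change of −2.04 ± 0.14 (edgeR adjusted p = 6.2e-06). Tubb3 (ENSMUSG00000062380, chromosome 8, 123411424 to 123422015) rose from 79.0 ± 3.66 to 225 ± 44.9 CPM, a log2 fold change of 1.52 ± 0.14 (edgeR adjusted p = 0.000105). Gas6 (ENSMUSG00000031451, chromosome 8, 13465374 to 13494490) rose by 1.57 ± 0.18 on the log2 scale, and Selm (ENSMUSG00000075702, chromosome 11, 3514684 to 3517351) by 1.32 ± 0.16. The transcribed pseudogene 1700086L19Rik (ENSMUSG00000071265, chromosome 12, 74284242 to 74295945) had a log2 fold change of −2.15 ± 0.31. For these 3 genes the edgeR adjusted p-values were 0.000552, 0.000573 and 0.00293. Fabp7 and Npy were called under each of the 9 alternatives run on all 4 libraries, and Tubb3 under all but thinning (adjusted p = 0.101). Gas6, Selm and 1700086L19Rik were not called with the 2-class cluster kept (adjusted p = 0.093, 0.378 and 0.185).

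In glial-like cells (1632 and 1774 cells in HIRA WT, 728 and 1087 in HIRA KO) 40 genes were called higher and 38 lower, out of 10886 tested. The count with no filter on low counts was 736. Tubb3 rose from 51.4 ± 13.4 to 127 ± 8.99 CPM (SD, n = 2), a log2 fold change of 1.32 ± 0.18 (edgeR adjusted p = 0.0296). Cox20 (ENSMUSG00000026500, chromosome 1, 178319130 to 178322693) fell from 178 ± 24.8 to 67.5 ± 3.38 CPM, a log2 fold change of −1.40 ± 0.14 (edgeR adjusted p = 0.0105). Zcchc12 (ENSMUSG00000036699, chromosome X, 36195904 to 36199158) had a log2 fold change of −2.69 ± 0.28 and Vwa1 (ENSMUSG00000042116, chromosome 4, 155768149 to 155774698) one of −2.0 ± 0.29. Gpc3 (ENSMUSG00000055653, chromosome X, 52272426 to 52613950) rose by 1.68 ± 0.25 and Basp1 (ENSMUSG00000045763, chromosome 15, 25363277 to 25413764) by 1.74 ± 0.27. The edgeR adjusted p-values of these 4 genes were 0.0129, 0.0353, 0.0353 and 0.0361. Zcchc12 and Gpc3 lie on X, and HIRA WT 1 was the only male library. Without it they were at −2.99 and 2.08, so neither change rested on that library. Basp1 was not called with doublets kept (adjusted p = 0.0524), and it was among the genes with at least 10 times the level in a class outside melanoblast-like, glial-like and mesenchymal-like cells. One glial-like cluster drew 332 of its 527 cells from HIRA KO 2, so the 2 HIRA KO libraries differed in the states that this class combines.

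In the Sox10 lineage 15 genes were called higher and 32 lower, out of 11416 tested. With the 2-class cluster kept this number was 3, and without a filter on low counts it was 852. Tubb3 had a log2 fold change of 1.38 ± 0.15, Uchl1 (ENSMUSG00000029223, chromosome 5, 66676091 to 66687234) of 1.31 ± 0.13 and Akap12 (ENSMUSG00000038587, chromosome 10, 4266380 to 4359470) of 1.17 ± 0.15. Cox20 had a log2 fold change of −1.41 ± 0.13, Plagl1 (ENSMUSG00000019817, chromosome 10, 13060504 to 13131694) of −1.33 ± 0.14 and Olfm1 (ENSMUSG00000026833, chromosome 2, 28192992 to 28230736) of −1.29 ± 0.17. The edgeR adjusted p-values of these 6 genes ran from 0.016 to 0.0379. With the 2-class cluster kept, none of the 6 was called, with adjusted p-values from 0.0563 to 0.107, and 1297 genes had an unadjusted p-value under 0.05.

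In mesenchymal-like cells (836 and 441 cells in HIRA WT, 1494 and 1768 in HIRA KO) 0 genes were called out of 11100 tested, and 702 had an unadjusted p-value under 0.05. In simulated data the same fit recovered 140 of 200 changed genes. That simulation held no small changes and no uneven replicates, so it does not show that the real fit could find such changes. DESeq2 called 17 genes, thinning gave 5 of 4831, and no filter on low counts gave 341. The share of this class was 25.0% in HIRA WT 1 and 13.2% in HIRA WT 2, and one of its clusters drew 781 of its 1218 cells from HIRA KO 2.

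**Figure D2:**
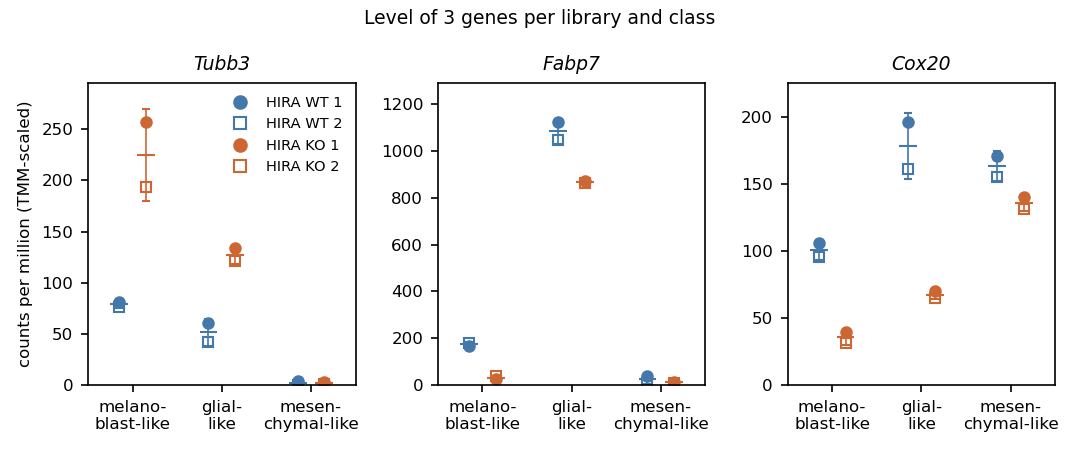
Level of Tubb3, Fabp7 and Cox20 (TMM-scaled CPM, vertical axes, each on its own scale) in melanoblast-like, glial-like and mesenchymal-like cells. Points are the 4 libraries, horizontal lines are group means and error bars are SDs of 2 libraries; Tubb3 in melanoblast-like cells averages 79.0 CPM in HIRA WT and 225 CPM in HIRA KO.

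The 3rd comparison took the 13 genes that the study names for melanoblasts, glial cells or mesenchymal-like cells. The study chose most of them partly on these libraries, so the counts adjusted over the list alone are not independent evidence. Over all cells, 10 of the 13 genes passed when adjusted over the list alone and 7 when adjusted over all genes tested. Among them, Dct (log2 fold change −1.96 ± 0.31), Ptgds (−1.95 ± 0.35), Fabp7 (−1.75 ± 0.14), Gfra3 (−2.14 ± 0.16), Mbp (−2.50 ± 0.53) and Sox10 (−1.42 ± 0.14) were lower in HIRA KO. Col1a1 (0.50 ± 0.15), Col3a1 (0.55 ± 0.12) and Dcn (0.89 ± 0.19) were higher. The Mbp value was −1.48 without HIRA WT 2.

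Within melanoblast-like cells 10 of the 13 genes had enough counts to be tested. Of these, 5 passed when adjusted over the list alone and 2 when adjusted over all genes tested. Fabp7 and Tubb3 passed both. Dct fell by 0.33 ± 0.10 and Ptgds by 0.36 ± 0.12 on the log2 scale, and Col1a1 rose by 0.89 ± 0.24. Each of these 3 rested on HIRA WT 2: without it Dct and Ptgds were each at −0.16 and Col1a1 was at 0.52. Ptgds was at −0.22 without HIRA KO 2. None of the 3 passed with the 2-class cluster kept, when 3 genes of the list did. Sox10 (−0.23 ± 0.10) and Kit (0.25 ± 0.10) did not pass. Within glial-like cells 5 genes passed when adjusted over the list alone and 1, Tubb3, when adjusted over all genes tested. Among the others, Fabp7 (−0.32 ± 0.10), Gfra3 (−0.78 ± 0.16) and Mbp (−1.35 ± 0.37) were lower. Without HIRA WT 2, Mbp was at −0.46. Sox10 was not called within glial-like cells (0.05 ± 0.10). In the Sox10 lineage 5 genes passed when adjusted over the list alone and 1 when adjusted over all genes tested. Without HIRA WT 2, the Mbp value there went from −1.23 to −0.45. In mesenchymal-like cells 0 of 13 passed either way, and 2 had an unadjusted p-value under 0.05. With doublets kept 7 passed over the list alone, all lower in HIRA KO, and without a filter on low counts 5 did, and 2 of these passed over all genes tested. Col1a1 (−0.17 ± 0.18), Col3a1 (−0.02 ± 0.22), Lum (−0.30 ± 0.17) and Dcn (−0.10 ± 0.18) did not rise there. Without HIRA WT 2, Col3a1 was at 0.31 and Dcn at 0.13, and without HIRA KO 2 Col3a1 was at 0.099. Col1a1 and Lum stayed negative whichever library was left out. Over the 5 fits, 25 of 62 tested pairs of gene and class passed when adjusted over the list alone and 11 when adjusted over all genes, and 42 passed over the list alone with no filter on low counts.

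**Figure D3:**
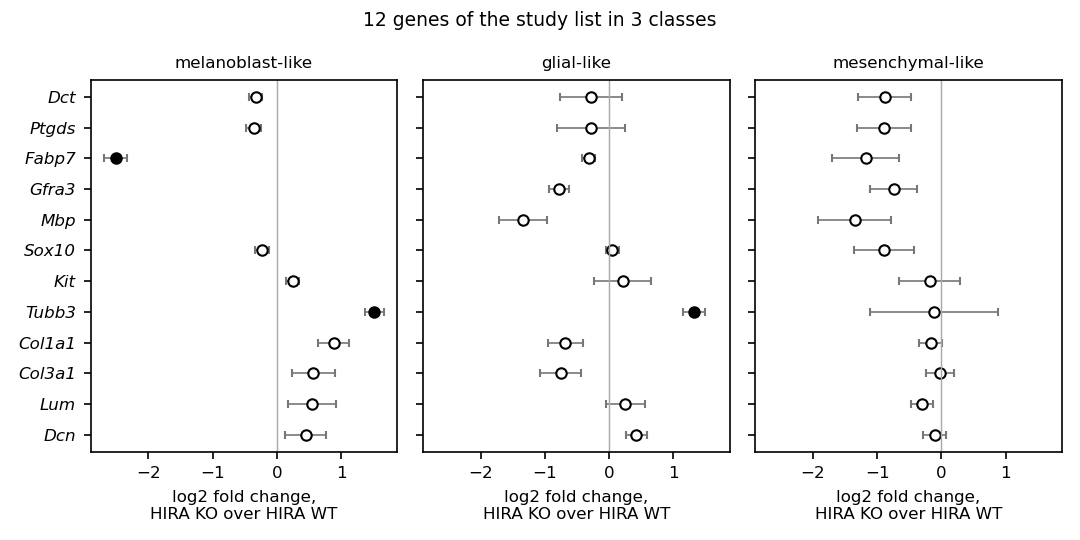
Log2 fold change of HIRA KO over HIRA WT (horizontal axes) for 12 genes of the list in melanoblast-like, glial-like and mesenchymal-like cells. Circles are edgeR estimates with SEs as bars, filled where the p-value adjusted over all genes tested was under 0.05; Fabp7 at −2.51 and Tubb3 at 1.52 are filled in melanoblast-like cells, Tubb3 at 1.32 is filled in glial-like cells, and no circle is filled in mesenchymal-like cells.

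Gene lists were tested next. For a list of genes of epithelial-mesenchymal transition (EMT), 84 genes were tested in mesenchymal-like cells, 56 were higher in HIRA KO and the median log2 fold change was 0.13 (camera, preset correlation, adjusted p = 0.000114). For a list of proliferation genes, 64 were tested in melanoblast-like cells, 57 were higher in HIRA KO and the median was 0.16 (adjusted p = 3.5e-05). For ribosomal protein genes, 83 were tested in the Sox10 lineage, 16 were higher and the median was −0.07 (adjusted p = 4.4e-05). The adjustment was over the 3 lists, whose unadjusted values were 0.000114, 1.2e-05 and 2.9e-05. None of the 3 held under fry (p = 0.260, 0.299 and 0.366) or with an estimated correlation (p = 0.161, 0.331 and 0.494). The proliferation median was 0.03 without HIRA WT 2, the EMT median was 0.06 without HIRA WT 1, and the ribosomal median was 0.00049 without HIRA WT 2, on the other side of 0. Over all cells, which mix classes, the ribosomal list had a median of 0.06, with 64 of 84 genes higher. The same list had a median of −0.08 in mesenchymal-like cells, so its direction within classes was not particular to the Sox10 lineage. Nor was that of the EMT list particular to mesenchymal-like cells, since its median was 0.13 in melanoblast-like cells, 0.12 in glial-like cells and 0.14 in the Sox10 lineage (camera, preset correlation, unadjusted p = 0.0354, 0.0907 and 0.0231). The proliferation list had a median of 0.09 in glial-like cells and −0.04 in mesenchymal-like cells.

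The last comparison asked whether the effect of HIRA KO differed between melanoblast-like and glial-like cells. Of 11101 genes tested, 114 had a higher and 134 a lower effect in melanoblast-like cells. The interaction moved most under DESeq2, which called 18 genes. With the 2-class cluster kept or with all doublets kept, 30 genes were called each time, and thinning gave 26. Hist3h2ba (ENSMUSG00000056895, chromosome 11, 58948920 to 58949533) had 3.59 and 2.47 CPM in HIRA WT and 31.6 and 28.9 CPM in HIRA KO in melanoblast-like cells. In glial-like cells it had 68.2 and 76.6 CPM in HIRA WT and 83.2 and 80.3 CPM in HIRA KO. The effect of HIRA KO was 3.26 ± 0.32 higher in melanoblast-like cells on the log2 scale (edgeR adjusted p = 4.2e-13). Crabp2 (ENSMUSG00000004885, chromosome 3, 87948666 to 87953376) differed by 3.19 ± 0.36 and Emb (ENSMUSG00000021728, chromosome 13, 117208536 to 117274415) by 2.19 ± 0.41. Mlip (ENSMUSG00000032355, chromosome 9, 77102081 to 77352969) differed by −2.83 ± 0.50, Ptprz1 (ENSMUSG00000068748, chromosome 6, 22875502 to 23052916) by −2.58 ± 0.53 and Mgst1 (ENSMUSG00000008540, chromosome 6, 138140316 to 138156755) by −2.51 ± 0.23. Their edgeR adjusted p-values were 5.2e-11, 0.000144, 4.0e-05, 0.000641 and 9.0e-15. Without HIRA KO 2 the Emb value was 1.3 and the Mgst1 value −1.28, and without HIRA WT 2 the Mlip value was −4.27. The Mgst1 value was −3.52 without HIRA KO 1, so it moved with the HIRA KO libraries by more than its SE. Under DESeq2 Hist3h2ba and Crabp2 were called. Emb, Mlip, Ptprz1 and Mgst1 were not (DESeq2 adjusted p = 0.230, 0.104, 0.111 and 0.884), and the SE of Mgst1 was 1.03. With the 2-class cluster kept, Hist3h2ba was the only one of the 6 that was called. Of the 114 genes with the higher effect, 42, among them Hist3h2ba, Crabp2 and Emb, had at least 5 times the level in HIRA WT glial-like cells that they had in HIRA WT melanoblast-like cells. Mlip and Ptprz1 of the 134 with the lower effect had it too, and in HIRA WT melanoblast-like cells Mlip was at 13.3 and 7.19 CPM and Ptprz1 at 5.64 and 5.39 CPM.

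In the separate fits, 19 genes were called in the same direction in melanoblast-like and glial-like cells, 12 lower and 7 higher, and 1 further gene was called in opposite directions. Both fits used the same 4 libraries, so a difference between embryos or libraries can move both classes together. Cox20 was among the 12, with a log2 fold change of −1.50 ± 0.16 in melanoblast-like cells (edgeR adjusted p = 0.000243) beside −1.40 in glial-like cells. In mesenchymal-like cells Cox20 was at −0.27 ± 0.13, which was not called. Cma1, Cpa3 and Tpsb2, genes of mast cells, were among the 7. Cox20 in melanoblast-like cells and the mast cell genes fall outside the naming rule and were chosen after their values were seen.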

Values the study reported

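The study described scRNA-seq of tdTomato+ cells from 3 embryos of each genotype. It gave a mean melanoblast share of 30.3% ± 6.2% in HIRA WT and 12.5% ± 4.6% in HIRA KO. Its combined Sox10+ share fell from 73.22% ± 8% to 36.9% ± 9.8%. The share of mesenchymal-like cells was 20.1% ± 6.6% in HIRA WT and 45.6% ± 6.6% in HIRA KO. For BrdU-positive melanoblasts at E15.5 the study reported 33.7% ± 4.7% in HIRA KO and 32.5% ± 2.1% in HIRA WT, with no significant difference.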

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

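The tests of free RNA from glial-like and from melanoblast-like cells, of glial RNA among genes with the higher effect, of glial RNA for Mlip and Ptprz1, and the alternative that keeps the 2-class cluster, were chosen only after the result was seen. The test of free RNA from other cell types was fixed earlier.

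The effect of HIRA KO differed between melanoblast-like and glial-like cells for 248 genes, by a test of the difference itself in 4 libraries that each hold both classes. The genes named were Hist3h2ba (3.26), Crabp2 (3.19), Emb (2.19), Mlip (−2.83), Ptprz1 (−2.58) and Mgst1 (−2.51), each value being the log2 effect in melanoblast-like minus that in glial-like cells. A difference in the response of the 2 classes to loss of HIRA is the explanation that the design offers, and several technical ones were weighed against it.

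Free RNA from cell types that were more frequent in HIRA KO was argued against as the source of the set. Of the 248 genes, 15, or 6.05%, had at least 10 times the level in a class outside the 2, and none of the 6 genes named was among them. Free RNA from glial-like cells, which were less frequent in HIRA KO, would lower glial genes in melanoblast-like droplets. Of the 134 genes with the lower effect in melanoblast-like cells, 13, or 9.7%, had at least 5 times the level in HIRA WT glial-like cells, which argues against this source for the set. Mlip and Ptprz1 were among those 13, and they fell by 1.92 and 1.96 on the log2 scale in melanoblast-like cells. Less glial RNA there would lower other glial genes alike, but 27 genes with at least 20 times the level in glial-like cells had a median log2 fold change of 0.28 (quartiles −0.22 and 0.64). This argues against a general loss of glial RNA in these droplets. Neither fall was called within melanoblast-like cells (edgeR adjusted p = 0.113 for Mlip and 0.148 for Ptprz1). Both genes were near the floor in HIRA KO 1 and HIRA KO 2, Mlip at 3.95 and 1.07 CPM and Ptprz1 at 0.564 and 2.14 CPM. The source therefore stays open for these 2 genes. Free RNA from melanoblast-like cells would need genes of that class among the 114 with the higher effect, and 3 genes, or 2.63%, had at least 5 times the level in HIRA WT melanoblast-like cells.

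RNA of glial-like cells in HIRA KO melanoblast-like droplets, free or from a further cell, would raise glial genes there. Of the 114 genes, 42, or 36.8%, had at least 5 times the level in HIRA WT glial-like cells, which argues against this source for most of the set but not for those 42. Such RNA would bring the abundant glial transcripts as well. In HIRA KO melanoblast-like cells 31 genes abundant in glial-like cells (at least 200 CPM there in HIRA KO, and in HIRA WT at least 20 times the melanoblast-like level) were at a median of 1.37% of their glial-like level (quartiles 0.844% and 3.19%), against 1.34% in HIRA WT. The rise of Hist3h2ba would need a share of 34.5% and 32.6% in HIRA KO 1 and HIRA KO 2, and that of Crabp2 7.57% and 20.9%, which argues against glial RNA as the source for these 2 genes. For Emb the shares needed were 2.46% and 11.1%, so glial RNA and a change within melanoblast-like cells cannot be told apart.

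Droplets with 2 cells may contribute to the difference in either direction. No cluster with glial-like and mesenchymal-like markers was removed. Before any removal, droplets with both numbered 169 and 241 in HIRA WT and 151 and 260 in HIRA KO. Those with melanoblast-like and mesenchymal-like markers numbered 121 and 63, and 79 and 57. The 2 classes may therefore not have been cleaned alike. Col1a1 and Col3a1 were among the 42 genes, and mesenchymal RNA in glial-like droplets was not tested as their source. With the 2-class cluster kept, 30 genes were called, of which 27 were among the 248. Which of the 2 counts is nearer to the truth was not tested, since the cluster holds UMIs of 2 classes that cannot be separated. The method of the test also decided the count, since DESeq2 called 18 genes, all among the 248. Of the genes named, it called Hist3h2ba and Crabp2 but not Emb, Mlip, Ptprz1 or Mgst1. Depth differed in the same order as genotype. Thinning gave 26 genes, of which 25 were among the 248, but it also left 6271 genes to test. Replicates differed as well: Mgst1 in glial-like cells was at 52.0 CPM in HIRA KO 1 and 149 CPM in HIRA KO 2, and its difference was −1.28 without HIRA KO 2. Emb was at 1.3 without that library, and Mlip was at −4.27 without HIRA WT 2. Ptprz1 was among the 10 most enriched genes of the glial-like cluster that drew 332 of its 527 cells from HIRA KO 2. A shift among glial-like states is therefore a candidate explanation beside a change within cells, and it was not tested. Litter was not tested either, since the labels give none and the match by sex and cell number puts only HIRA KO 2 in a separate litter. If HIRA KO 2 came from a separate litter, as its cell number points to, the values without it compare littermates. Without it Hist3h2ba was at 3.30, Crabp2 at 2.45, Mlip at −2.26 and Ptprz1 at −3.54. With a single such library, litter and other differences between the HIRA KO replicates cannot be told apart. Of the 6 genes, Hist3h2ba had the most stable call. It passed 0.05 in all alternatives with 4 libraries but thinning, where its difference was 3.33. It ranged from 2.79 to 3.49 when 1 library was left out. Its size was less stable, at 1.97 with doublets kept and 2.41 with the 2-class cluster kept.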

How the results depend on the processing

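Keeping the 2-class cluster and the denominator of 3 classes were the alternatives chosen only after the data were seen. No paired analysis was possible because the labels pair no libraries, and by the match to the study's embryos HIRA KO 2 would have no HIRA WT littermate. Fits that leave out 1 library have an arm of 1 and give values without a test, and gene counts were not computed for them. For Hira, thinning gave a value over all cells, and in the classes it left too few counts. Of the 65 pairs of gene and class in the study list, 49 were testable after thinning.

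For 9 of the shares of cells, 64 values were taken under alternatives with all 4 libraries. Of these, 51 moved by less than 1 SD between replicates and 13 by more, and each kept its direction. The erythroid-like share was not among the 9. Its difference went from 0.472 points to −0.188 with limits by median absolute deviations. With 3 classes as the denominator the differences were −22.8 points for glial-like cells, −37.3 for the Sox10 lineage and 37.3 for mesenchymal-like cells. The cause is the construction, since the other classes rose in HIRA KO. For the share with a Sox10 UMI the differences were −23.5 points without thinning, −1.55 when 2 UMIs counted as positive and −18.9 at 2000 UMIs. For Kit they were −2.37 at 2000 UMIs and −1.68 with doublets kept. Outside mast-like cells the Kit differences were −6.57 without thinning, −0.328 with 2 UMIs, −5.75 at 2000 UMIs, −3.63 with doublets kept and −3.08 with the 2-class cluster kept. The thresholds and depths move a share by construction, and for the doublets the cause was not tested. Thinning to 2000 UMIs also left out shallower cells, mostly of HIRA WT 1. When 1 library was left out, the differences ran from −20.9 to −11.9 points for melanoblast-like cells, −33.1 to −26.5 for glial-like cells, −52.9 to −39.5 for the Sox10 lineage, 13.2 to 25.0 for mesenchymal-like cells and 22.5 to 31.7 for all others. They ran from −12.2 to −10.5 for Sox10, −18.3 to −11.1 for Dct, −1.02 to −0.0667 for Kit and −2.98 to −2.17 for Kit outside mast-like cells.

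The number of called genes depended on the processing more than the shares did. DESeq2 called 58 genes in melanoblast-like cells, 147 in the Sox10 lineage, 17 in mesenchymal-like cells and 18 for the difference between classes. Without a filter on low counts 1988 were called over all cells, 442 in melanoblast-like cells, 736 in glial-like cells, 852 in the Sox10 lineage and 341 in mesenchymal-like cells, and 42 pairs of gene and class of the study list passed over the list alone. With doublets kept, 8 were called in melanoblast-like cells, 16 in the Sox10 lineage and 30 for the difference. With the 2-class cluster kept these were 4, 3 and 30, and all of the 4 and the 3 were among those called in the analysis reported. Thinning gave 741 genes over all cells, 5 in melanoblast-like cells, 5 in mesenchymal-like cells and 26 for the difference. It tests fewer genes and fewer UMIs by construction, which limits what it can call. For the other settings the cause was not tested. In glial-like cells the count lay between 67 and 102 under each alternative other than the missing filter.

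For the set tests, p-values with an estimated correlation were 0.161 for EMT, 0.331 for proliferation and 0.494 for ribosomal proteins, and with fry they were 0.260, 0.299 and 0.366. These allow for correlation between genes that the preset value does not. The 4 other alternatives left each of the 3 under 0.05. The ribosomal median ran from −0.13 to 0.00049 when 1 library was left out, and the higher value, without HIRA WT 2, lay on the other side of 0. The EMT median ran from 0.06 to 0.16 and the proliferation median from 0.03 to 0.23.

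For single genes, 810 values under alternatives with all 4 libraries gave 726 on the same side of the threshold, 40 no longer past it, 36 newly past it and 8 with the other sign. The 8 were of genes not called. Tubb3 over all cells was at 0.11 with doublets kept and 0.077 with the 2-class cluster kept. Tubb3 in mesenchymal-like cells was at 0.025 with DESeq2, 0.094 with doublets kept and 0.17 at Leiden resolution 2, and Col3a1 there was at 0.027 with doublets kept. Thinning put Sox10 at −0.0077 in glial-like cells and at 0.018 in the Sox10 lineage. The cause was not tested. Keeping the 2-class cluster accounted for 15 of the 40 that no longer passed, doublets kept for 11, thinning for 7 and DESeq2 for 5. The missing filter accounted for 21 of the 36 that newly passed. Of 148 values of called genes with 1 library left out, 0 changed sign and 72 moved by more than the SE of the value with all 4 libraries. Hira over all cells ran from −0.29 to −0.04.

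Depth limits the rarer transcripts. Hira had 9 to 46 UMIs per library in melanoblast-like cells, so a moderate fall could not be called there.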

Other observations

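The tests of mesenchymal free RNA and of the share of mesenchymal RNA in melanoblast-like cells, of dilution, of the reporter, of droplets with 2 cells, of genes shared by both Sox10-lineage classes, of mesenchymal-like cells without loss of Hira, of glial free RNA among genes lower in melanoblast-like cells, of glial doublets and sex for Fabp7 and of mast cell genes were chosen only after the result was seen.

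The share of melanoblast-like cells in HIRA KO was 6.85% of all cells. That is lower than the value quoted from the study above. The share was 8.46% with the 2-class cluster kept. The study used more embryos per genotype than the libraries analysed here. By sex and cell number, the study's HIRA KO embryo without a library here had the highest melanoblast share of that genotype. That embryo raised the study's mean. The study's shares for its other HIRA KO embryos were also above 6.85%, and the cause of that part of the gap was not tested.

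Melanoblast-like and glial-like cells both had lower shares in HIRA KO. If cells of other types had diluted them alike, the melanoblast-like share within the Sox10 lineage would not differ. It differed by −6.19 points with SDs of 4.62 and 4.82, and HIRA KO 1 lay within the range of the HIRA WT libraries. Dilution of the lineage as a whole and a further loss of melanoblast-like cells cannot be told apart, since 2 libraries per genotype overlap.

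The classes outside melanoblast-like, glial-like and mesenchymal-like cells were more frequent in HIRA KO. They may be cells without the reporter that passed the sort, which would be a larger part of the sorted cells where marked cells were fewer. In HIRA KO, tdTomato UMIs per UMI in 6 of these classes were 0.792 times those in the Sox10 lineage (95% interval 0.536 to 1.18, exact, counting error only). These 6 classes held 3.67% and 4.19% of cells in HIRA WT and 35.0% and 27.6% in HIRA KO. If all cells beyond the HIRA WT share had lacked the reporter, the ratio would be at most 0.221, with RNA of the Sox10 lineage (median 3.23% of its level there) and of mesenchymal-like cells (3.76%) included. This argues against such cells as the whole of the rise. For a part of them it stays open, since the interval from 62 UMIs reaches well under 1. In mesenchymal-like cells the ratio was 0.707 (0.467 to 1.07). Cre UMIs, in contrast, were at 0.0644 times the level of the Sox10 lineage in mesenchymal-like cells (0.0270 to 0.133, from 8 UMIs) and at 0.117 times in the 6 classes (0.0638 to 0.200). A loss of Sox10-lineage cells in HIRA KO is the biological explanation the design offers, and a change of fate towards mesenchymal-like cells was not tested.

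One cluster carried the markers of melanoblast-like and mesenchymal-like cells. Its 386 droplets had a median of 9402 UMIs, nearer to the sum of the medians of the 2 classes, 8560, than to either one, 4295 and 4265. The rule that picked the cluster asked for a median of at least 1.5 times that of the library, so this high count was built in and does not decide whether these droplets held 2 cells. Whether they were chance meetings was not decided either. Relative to the product of the class shares, such pairs were more frequent than pairs of glial-like and mesenchymal-like cells in 2 of 4 libraries. These droplets made up 4.56% and 2.25% of HIRA WT cells and 2.00% and 1.46% of HIRA KO cells.

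The genes higher in HIRA KO in melanoblast-like cells were not mostly genes of named classes outside the Sox10 lineage. Of 59, 4 (Cma1, Cpa3, Cxcl14 and Tpsb2), or 6.8%, had at least 10 times the level in a class outside melanoblast-like, glial-like and mesenchymal-like cells, and 1, or 1.7%, had it in mesenchymal-like cells. Of the 40 in glial-like cells, 7, or 17.5%, had it in an outside class. Of 102 genes lower in melanoblast-like cells, 6, or 5.88%, had at least 5 times the level in HIRA WT glial-like cells. Free RNA from the sources checked is thus argued against for these sets but not for the members named by the counts. RNA of glial-like cells was not checked as a source for the 59 genes as a set. Cma1, Cpa3 and Tpsb2 rose by a median of 3.12 in glial-like and 3.08 in melanoblast-like cells on the log2 scale. They also rose in mesenchymal-like cells, by a median of 2.76, and stayed at or under 0.16% of their level in mast-like cells. This pattern is consistent with free RNA from mast-like cells, which were more frequent in HIRA KO.

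Col1a1, Col3a1, Lum and Dcn had a median log2 fold change of 0.56 in melanoblast-like cells. It changed by −0.295, to 0.26, when doublets were kept. Droplets with a melanoblast-like and a mesenchymal-like cell that were not recognised stay open as a source of the rise, because adding recognised ones does not exclude them. The droplets of the 2-class cluster were 20.3% and 7.67% of melanoblast-like cells with that cluster kept in HIRA WT, and 22.4% and 18.2% in HIRA KO. Free RNA from mesenchymal-like cells stays open as well. Genes abundant in mesenchymal-like cells, 52 in number, were at a median of 0.889% of their mesenchymal-like level in HIRA WT melanoblast-like cells and of 1.4% in HIRA KO ones, a rise that goes with either source. The libraries overlapped, at 1.32% and 0.606% in HIRA WT and 1.51% and 1.13% in HIRA KO, and the low value was that of HIRA WT 2. In 6 other classes pooled the median change was 0.0228, with Col1a1 at 0.12, Col3a1 at 0.06, Lum at −0.37 and Dcn at −0.01, so the genes went both ways. Without HIRA WT 2 Lum and Dcn were lower in HIRA KO melanoblast-like cells (−0.20 and −0.06), and without HIRA KO 1 Col3a1 was (−0.08).

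Fabp7 fell by 2.51 on the log2 scale in melanoblast-like cells. Free RNA from glial-like cells was argued against, because HIRA WT mesenchymal-like cells held Fabp7 at 14.5% of its level in HIRA WT melanoblast-like cells. Droplets with a melanoblast-like and a glial-like cell were argued against as well, because 27 genes with at least 20 times the level in glial-like cells had a median log2 fold change of 0.28 in melanoblast-like cells, and 9 of them fell. A lower level of Fabp7 in HIRA KO melanoblasts, or fewer cells in a state that expresses it, stays open as a hypothesis. Sex was argued against as the cause, because the log2 fold change was −2.56 without HIRA WT 1, the only male library. Litter was not tested for this gene, but the value was −2.87 without HIRA KO 2, which may come from a separate litter.

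Of the 19 genes called in the same direction in melanoblast-like and glial-like cells, 4 were counted as free RNA. Of the remaining genes, 11 had at least 50% of their glial-like level in 6 other classes pooled, and a difference between embryos that acts in every cell type would change them there. Signed by their direction in the lineage, they had a median change of 0.03 there against 0.89 in glial-like cells, or 3.23%, and 6 of 11 had the same sign. Members that go both ways do not decide, so such a difference stays open as a cause for the set. In mesenchymal-like cells 11 such genes had a median signed change of 0.26, or 29.8% of that in glial-like cells, with 10 of 11 in the same direction. No gene was called in mesenchymal-like cells. Cells of this class that kept Hira might account for that, but the share lies between the limits set for and against it, 25% and 50%, so it cannot be told apart from a weaker effect in this class. The level at which a gene counted as expressed elsewhere was set after the values had been seen.

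HIRA WT 1 was male and the other 3 libraries were female. Of 47 genes called in the Sox10 lineage, 2 (Plp2 and Zcchc12) lay on X or Y, against 390 of 11416 tested (Fisher's exact test, p = 0.675). This argues against sex-linked genes as the source of the set. Effects of sex on other chromosomes were not tested for the set. Values without the only male library exist for the genes named in this fit, which lie on autosomes. Without HIRA WT 1, Tubb3 was at 1.52, Uchl1 at 1.39, Akap12 at 1.31, Cox20 at −1.25, Plagl1 at −1.24 and Olfm1 at −1.47. The changes of these named genes therefore did not rest on the male library, which does not extend to the other called genes.

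Of the unnamed clusters, one of 64 cells, led by Car3, Fabp4 and Adipoq, drew 62 cells from HIRA WT 1. One of 212 cells was led by Sox18, Ebf1 and Hs3st6, and one of 24 cells by Ifitm1, Mcpt8 and Ccl3. Replicates of a genotype differed by more than counting error, with chi-square per degree of freedom of 23.5 for HIRA WT and 19.9 for HIRA KO over all genes.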
